A study of Oryza sativa with 6 samples. Its data were reported in "Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities" (2025).

How the data were processed

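RNA-seq was carried out on endosperm, the nutritive tissue of the seed, taken 20 days after anthesis from rice of the indica cultivar Pusa Basmati-1. Per the labels, 2 libraries came from wild type plants (WT), 2 from a line with knockdown of OsCLSY4 (osclsy4-kd, written clsy4-kd here) and 2 from a line named for overexpression of OsCLSY3 (CLSY3OE). The CLSY proteins are SNF2-type chromatin remodelers of RNA-directed DNA methylation, in which small RNAs guide methylation to transposons and repeats. The knockdown was made with an artificial microRNA. Per the labels, WT and knockdown plants received the same handling, and the labels give no sequencing batch or date.

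Poly(A) RNA was made into libraries with a directional kit and sequenced in paired-end mode. The authors trimmed the reads with Trimmomatic, aligned them to the IRGSP1.0 rice genome with HISAT2 at default settings and ran Cufflinks, whose deposited gene-level values are FPKM (fragments scaled for the length of the transcript and for the number of mapped fragments) with a lower and an upper confidence bound. Tool versions were not stated, nor whether the strand of the reads was used in the counting. Each library was deposited on its own, with no averaging of replicates and no scaling between libraries. FPKM depend on the total of each library, so a rise of a few abundant transcripts lowers the values of all others. The lists of changed genes that the study drew from other control libraries were not used here.

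The deposited FPKM were not given on one common set of genes. Each library mixed reference identifiers of the rice annotation project with loci assembled in that library alone, which held from 60.9% to 80.4% of the summed FPKM. A single gene table had been assumed beforehand, so the rules for joining loci were chosen after the values had been seen. Rows on the 12 chromosomes were linked across libraries where they overlapped by at least 50% of the longer row. Rows of noncoding and predicted genes under other identifiers were left out of this step. A locus was kept where every library contributed the same number of rows, and its FPKM were summed. This gave 33599 loci, 24078 of them with an identifier, which held from 64.6% to 80.9% of the summed FPKM of a library. Overlapping genes, antisense genes included, were thereby merged into one locus, and fragments shared by near-identical copies were not told apart. OsCLSY3 was followed as 1 further locus, the longest assembled row of each library between Os02g0650500 and Os02g0650900, since its identifier is listed in no library. That assignment rests on the order of identifiers along the chromosome. Start and end positions are printed as deposited on IRGSP1.0, and whether the starts count from 0 or from 1 was not tested.

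The number of reads was not taken from outside the deposited values. Instead, the width of the Cufflinks confidence bounds was turned into an implied number of fragments per row. This number came out whole for 59.9% of identifier rows with fewer than 30 implied fragments. A number counted as whole if it lay within a small fixed tolerance. The other rows did not pass it, so the implied numbers are a rough guide only. Over 149 loci, fragments per unit of FPKM relative to WT replicate 1 were 0.987 in WT replicate 2, 0.981 and 1.132 in clsy4-kd, and 0.439 and 0.429 in CLSY3OE. The CLSY3OE libraries were therefore sequenced less deeply, and low values in them rest on fewer fragments. These figures cover counting error only.

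FPKM were scaled between libraries by the median ratio over the 6627 loci with at least 1 FPKM in every library, and changes were tested on log2(scaled FPKM + 1) with limma 3.58.1 in R 4.3.3, using a moderated variance with a trend on the mean. A fold change on this scale understates the change of weakly expressed loci. A locus entered a comparison with at least 1 scaled FPKM in 2 of its libraries and no failed estimate in any of them. P-values were adjusted by the Benjamini-Hochberg method over all loci tested. Changes were also counted at the criterion of the study, an unadjusted p of at most 0.05 with an absolute log2 fold change of at least 1.5. Each comparison was fitted to the libraries of its own groups, 2 against 2. An exact permutation test with so few libraries does not reach 0.05, so the calls rest on the variance shared across loci by limma. On simulated data with 200 loci changed by 2 on the log2 scale, 96.5% were called in clsy4-kd against WT, 96.0% in CLSY3OE against WT and 97.0% in CLSY3OE against clsy4-kd. The unchanged loci called were 9, 11 and 15, respectively. The changed loci were drawn from the more strongly expressed ones only, and the noise had the variance that limma had estimated. These shares therefore do not hold for weak loci, nor for data with far more changed loci than simulated. To gauge what the shared WT libraries bring about by chance, 100 data sets of unchanged groups were simulated.

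Joining and descriptive steps were run in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Loci to be named were the 5 with the largest increase and the 5 with the largest decrease against WT among those with an adjusted p under 0.05, a mean of at least 5 scaled FPKM in the higher group and no overlap between the libraries of the groups. The first 2 in each direction are printed, because neither the deposited values nor the gene table at hand pair the identifiers with symbols. The OsCLSY genes and 18 genes that the text of the study names by identifier were followed as well. This last list was tested as a set with limma's camera at a preset correlation of 0.01, with fry as a check. Lists written as gene symbols were not analysed here.

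The groups, the limma test, the filters, the naming rule and most alternatives were chosen before the data were examined. These alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 scaled FPKM, FPKM as deposited, quantile normalization, rescaling of each library to one common sum (TPM), all 6 libraries in one fit, the replicate number as a block, a variance without trend, inclusion of failed estimates, and leaving out each library in turn. Another 4 ways of joining loci were added after the data had been seen, namely an overlap of at least 80%, loci overlapping no other locus, merging of all overlapping rows, and rows listed under the same identifier in every library.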

Results

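The transcriptome of 20-day-old rice endosperm was measured in WT, clsy4-kd and CLSY3OE plants, with 2 libraries in each group. Between 75515 and 75917 rows were listed per library. The summed FPKM were 370085 and 366354 in WT, 371338 and 370017 in clsy4-kd, and 542023 and 562399 in CLSY3OE. Over 12056 loci, replicates correlated on the log2 scale with a Pearson r of 0.982 in WT, 0.970 in clsy4-kd and 0.958 in CLSY3OE. Between WT and either line r lay from 0.776 to 0.785, and between the lines from 0.861 to 0.867. These correlations run across loci, which are not independent replicates. No replicate pair was a copy of the same values, since the share of identical values was 0.0% in each group. Over 1996, 1296 and 1411 loci of at least 5 FPKM in both replicates, the squared difference relative to the Cufflinks bounds averaged 2.84, 5.71 and 2.81. Sampling noise alone gives a mean of about 1. Its medians were 0.675, 0.9 and 0.629, which are not to be set against 1, since noise alone gives a median below the mean. Whether a pair came from the same library sequenced again is left open. The SD of the difference between replicates was 0.302, 0.436 and 0.541 on the log2 scale in WT, clsy4-kd and CLSY3OE.

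The targeted gene was examined first in the knockdown. OsCLSY4 (Os05g0392400, chromosome 5, from 19097131 to 19099197) had 0.170 and 0.312 FPKM in WT, with about 16 and 39.3 implied fragments. The value of WT replicate 2 came from a longer assembled row, from 19096395 to 19099463, and is not fully comparable. In clsy4-kd OsCLSY4 had 0.00932 FPKM from 1 implied fragment in replicate 1 and was listed at 0 in replicate 2. In CLSY3OE it had 0.0555 and 0.0312 FPKM from 2 and 1 implied fragments. Both clsy4-kd libraries thus lay below both WT libraries, and their confidence bounds did not overlap. The gene was under the filter on low values in every group, so the limma test was not applied to it. In the fit without that filter, its log2 change of -0.20 in clsy4-kd had a Benjamini-Hochberg adjusted p of 0.0594, and it was -0.14 without WT replicate 2. OsCLSY1 (Os07g0692600, chromosome 7) was at most 0.0611 FPKM in any library, from at most 3 implied fragments.

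At the place of OsCLSY3 on chromosome 2, between Os02g0650500 and Os02g0650900, the longest assembled row had 0.360 and 0.461 FPKM in WT, 0.195 and 0.257 in clsy4-kd, and 6.57 and 6.77 in CLSY3OE. The increase in CLSY3OE over WT was 2.82 ± 0.14 (SE, n = 2 per group) on the log2 scale, with an adjusted p of 0.000713 in limma. Against clsy4-kd it was 2.81, with an adjusted p of 0.00188. The row in WT replicate 2 spanned 24941 bp, against 4160 to 4980 bp in the other libraries. In clsy4-kd replicate 2 a second assembled row brought the FPKM of the interval to 2.31, and it was not counted. After scaling, clsy4-kd was at 0.241 and 0.317 against 0.237 and 0.306 FPKM in WT, a log2 change of 0.008, so that the lower deposited values of clsy4-kd did not persist. This comparison was under the filter and was not tested.

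**Figure D1:**
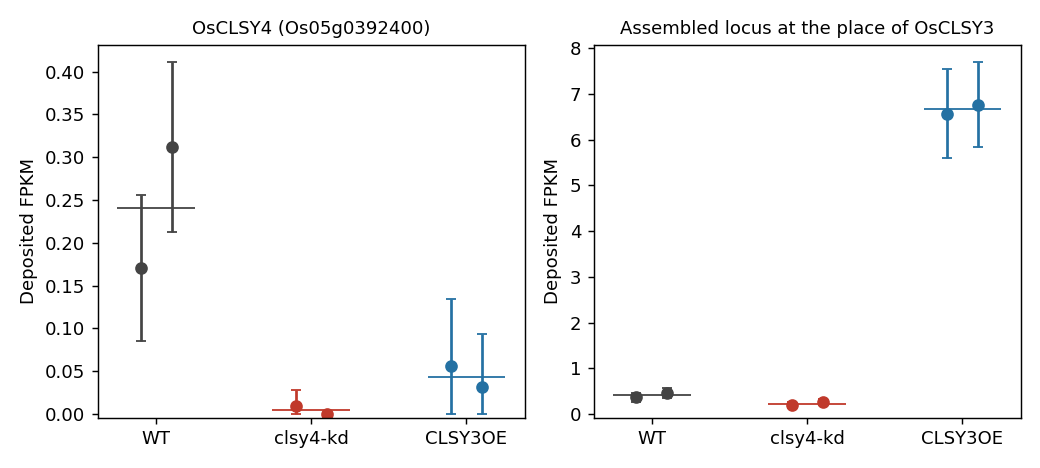
Deposited FPKM of OsCLSY4 (left) and of the assembled locus at the place of OsCLSY3 (right) in the 6 libraries, with points for libraries, vertical bars for the Cufflinks confidence bounds and horizontal lines for group means. OsCLSY4 lies between 0.170 and 0.312 FPKM in WT and at most at 0.00932 in clsy4-kd, and the locus at OsCLSY3 lies between 6.57 and 6.77 FPKM in CLSY3OE.

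Scaling between libraries had a large effect, and the most abundant loci took a different share of the FPKM in each group. The 20 highest loci held 21.4% of the summed FPKM in both WT libraries, 32.8% and 33.0% in clsy4-kd, and 28.7% and 29.9% in CLSY3OE. The median-ratio factors were 1.518 and 1.508 in WT, 0.809 and 0.812 in clsy4-kd, and 0.838 and 0.834 in CLSY3OE. The actin gene Os03g0718100, used as an internal control in RT-qPCR by the study, had 41.64 and 41.79 deposited FPKM in WT, 37.03 and 35.69 in clsy4-kd, and 36.16 and 38.2 in CLSY3OE. After scaling it had 27.43 and 27.71, 45.8 and 43.94, and 43.15 and 45.8, so that this gene was closer to constant in the deposited values. The median log2 change against WT was -0.19 in clsy4-kd and -0.24 in CLSY3OE after scaling. With FPKM as deposited it was -0.86 and -0.88, and with TPM it was lower still in both, at -1.41 in CLSY3OE. TPM also makes all values larger against the fixed pseudocount and filter, so this last step is not one of scaling between libraries alone. Directions are therefore given relative to the median-ratio scaling.

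To find genes misregulated upon loss of OsCLSY4, clsy4-kd was compared with WT. Of 11449 loci tested, 59.6% of them with an identifier, 6733 had an adjusted p under 0.05 in limma, 2699 higher and 4034 lower in clsy4-kd. At the criterion of the study 1607 loci differed, of which 856 were higher and 751 lower. Joining rows by the same identifier in every library moved this count most as a ratio, to 372, since far fewer loci were tested. TPM moved it most in number, to 4661 loci, with 643 higher and 4018 lower. The summed FPKM of WT and clsy4-kd were almost equal, so TPM left the ratios between them nearly as deposited. It made all values larger against the fixed pseudocount and filter, with 15836 loci tested against 12508 as deposited. With FPKM as deposited, 440 were higher and 2180 lower. The share of higher loci at this criterion was 53.3% after median-ratio scaling, 16.8% as deposited and 13.8% with TPM.

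Among the loci with the largest increases in clsy4-kd, Os02g0586900 (chromosome 2, from 22622383 to 22623161) rose by 7.45 ± 0.06 (SE) on the log2 scale, with an adjusted p of 2.08e-05. Its scaled FPKM were 6.47 and 5.85 in WT and 1230 and 1270 in clsy4-kd. This gene rose in CLSY3OE as well, by 7.88 with an adjusted p of 9.93e-05 in limma, to 1720 and 1640 scaled FPKM. A locus without an identifier on chromosome 3, from 22164667 to 22169919, rose by 7.43 ± 0.22 (SE), with an adjusted p of 0.000149, from 0.127 and 0.521 to 195 and 259 scaled FPKM. Its CLSY3OE libraries differed widely, at 52.2 and 0.621 scaled FPKM. The largest decrease, of -9.81 ± 0.16 (SE), was at a locus without an identifier on chromosome 6, from 18072257 to 18072890, with an adjusted p of 5.66e-05. It fell from 2430 and 2480 scaled FPKM to 1.34 and 2.2. Os07g0604100 (chromosome 7, from 24744433 to 24745224) had 143 and 137 scaled FPKM in WT and was listed at 0 in both clsy4-kd libraries, with an adjusted p of 3.48e-05.

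CLSY3OE was compared with WT to find genes that respond to an excess of OsCLSY3. Of 11441 loci tested, 6405 had an adjusted p under 0.05 in limma, 2526 higher and 3879 lower in CLSY3OE. At the criterion of the study 1534 loci differed, 923 higher and 611 lower. With FPKM as deposited, 480 were higher and 2278 lower, and with TPM 438 were higher and 7107 lower. The share of higher loci was 60.2% after median-ratio scaling and 5.8% with TPM.

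The largest increase in CLSY3OE was at a locus without an identifier on chromosome 3, from 5828139 to 5828258, of 8.32 ± 1.96 (SE), with an adjusted p of 0.0253. It varied widely within groups, with 0 and 30.4 scaled FPKM in WT and 689 and 4660 in CLSY3OE. It also overlapped another locus, and its adjusted p rose above 0.05 with a pseudocount of 0.1 and without the filter on low values. A second such locus on chromosome 10, from 21031773 to 21032701, was listed at 0 in the WT and clsy4-kd libraries and had 283 and 287 scaled FPKM in CLSY3OE, with an adjusted p of 9.93e-05. This locus overlapped another one too. Os10g0340450 (chromosome 10, from 9992264 to 9992760) had 111 and 135 scaled FPKM in WT and was listed at 0 in CLSY3OE and in clsy4-kd, with an adjusted p of 0.00013 in CLSY3OE. Os07g0604100, listed at 0 in clsy4-kd, had 0 and 1.32 scaled FPKM in CLSY3OE and decreased by 6.53 ± 0.43 (SE), with an adjusted p of 0.00126.

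The lines were also compared with each other. Of 10292 loci tested, 3454 had an adjusted p under 0.05 in limma, 1719 higher and 1735 lower in CLSY3OE than in clsy4-kd. At the criterion of the study 856 loci differed, 514 higher and 342 lower. With TPM more loci were lower than higher, 1115 against 444.

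Whether both lines changed the same genes was asked by setting their changes against WT beside each other. Across 10937 loci tested in both, the log2 changes correlated with a Pearson r of 0.73 and a Spearman rho of 0.67. Because both comparisons use the same WT libraries, unchanged groups also correlate, and their simulated r averaged 0.511 and was at most 0.571 in 100 simulations. At the criterion of the study 801 loci changed in the same direction in both lines, 468 higher and 333 lower. Simulated unchanged groups gave 2.59 such loci on average and at most 7. Another 12 loci went in opposite directions, all of them lower in clsy4-kd and higher in CLSY3OE. Among loci past the adjusted threshold in both lines, 4006 had the same sign and 320 the opposite sign, and 175 of the latter were lower in clsy4-kd and higher in CLSY3OE.

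**Figure D2:**
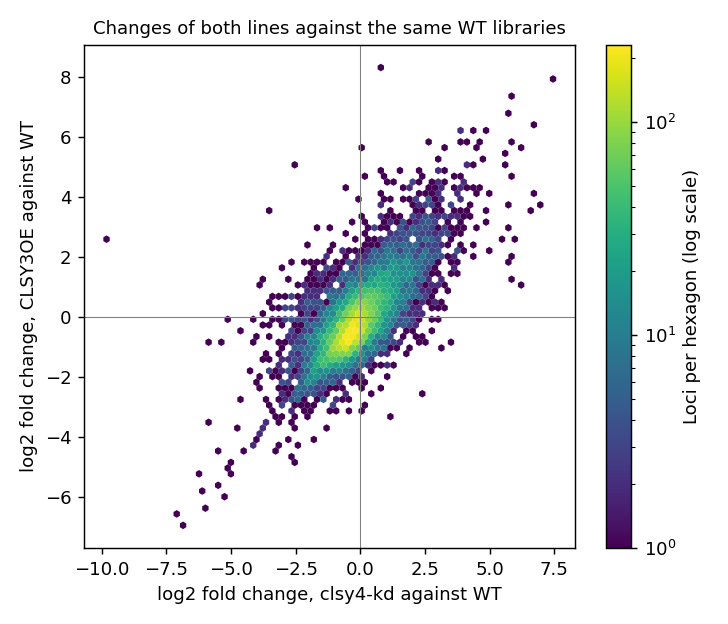
Log2 fold change against WT of each locus tested in both lines, clsy4-kd on the horizontal and CLSY3OE on the vertical axis, with the colour of a hexagon giving its number of loci on a log scale. The loci spread along the diagonal with a Pearson r of 0.73, above the highest value of 0.571 from simulated unchanged groups.

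**Figure D3:**
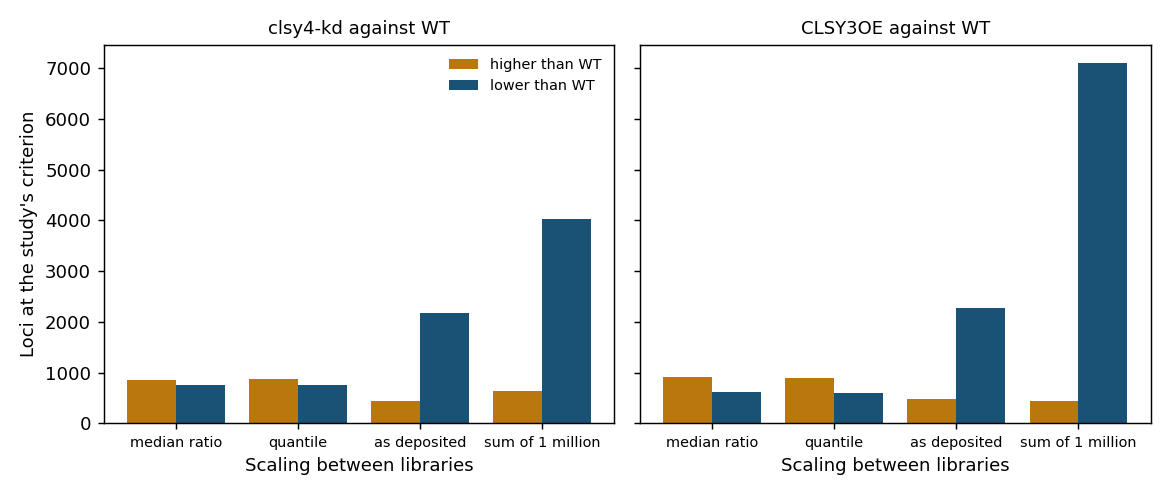
Number of loci at the criterion of the study that were higher or lower than WT in clsy4-kd (left) and CLSY3OE (right), by the scaling between libraries. In clsy4-kd 856 were higher and 751 lower after median-ratio scaling, whereas 440 were higher and 2180 lower with FPKM as deposited.

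Of 18 genes that the study names by identifier, 9 formed one locus in every library and were tested, and the other 9 are not analysed here. In clsy4-kd, 8 of the 9 had an adjusted p under 0.05 in limma over all loci, and 9 when adjusted over the list alone. In CLSY3OE, 9 passed over all loci and 9 adjusted over the list alone. The study chose these genes on the same samples, so this is not independent evidence. In each line 4 were higher and 5 lower than WT, and 3 changed by at least 1.5 on the log2 scale. The exception in clsy4-kd was Os12g0268000, merged with Os12g0268100, which rose by 0.45 with an adjusted p of 0.0654 and was lower than WT with FPKM as deposited or TPM. It passed the threshold in clsy4-kd after quantile normalization, and its rise in CLSY3OE was lost as deposited and turned with TPM. Camera, which asks for one shared direction, gave a p of 0.875 in clsy4-kd and 0.66 in CLSY3OE for the 9 loci, a set that holds genes of both directions. Under fry the set was not past 0.05 in clsy4-kd but had a p of 0.0165 in CLSY3OE.

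The DNA demethylase gene OsROS1a (Os01g0218032, chromosome 1) fell by 0.73 ± 0.10 (SE) on the log2 scale in clsy4-kd, with an adjusted p of 0.00566 in limma. Its scaled FPKM were 2.03 and 2.11 in WT, 0.884 and 0.816 in clsy4-kd, and 1.16 and 0.432 in CLSY3OE. Its change in CLSY3OE was -0.81, or -0.50 without CLSY3OE replicate 2. This decrease had an adjusted p of 0.045, which rose above 0.05 with a pseudocount of 0.1, without the filter on low values and after quantile normalization. OsDML4 (Os03g0110800, chromosome 3), merged with Os03g0110700, fell by 0.82 in clsy4-kd and by 0.88 in CLSY3OE, with adjusted p of 0.00507 and 0.00942. Merging all overlapping rows reversed both directions, so the value of this gene is uncertain. Os01g0806400, a gene with a DUF617 domain, rose by 2.02 ± 0.13 (SE) in clsy4-kd and by 1.63 ± 0.09 (SE) in CLSY3OE, with adjusted p of 0.000716 and 0.000905. With TPM its rise in CLSY3OE was no longer past the threshold. The floral organ regulator gene Os07g0568700 rose by 3.81 ± 0.16 (SE) and 2.94 ± 0.20 (SE), with adjusted p of 0.00032 and 0.00133.

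Other genes of this list went apart in the lines. Os08g0127900 (chromosome 8, from 1597238 to 1599617), described as endosperm-specific, had 130 and 126 scaled FPKM in WT, 21.2 and 18.3 in clsy4-kd, and 4720 and 4390 in CLSY3OE. Its log2 change was -2.64 ± 0.09 (SE) in clsy4-kd and 5.14 ± 0.06 (SE) in CLSY3OE, with adjusted p of 0.000201 and 9.93e-05 in limma. Os05g0477200 (chromosome 5, from 23477020 to 23478827), merged with Os05g0477100, rose by 1.02 ± 0.04 (SE) in clsy4-kd and fell by 1.07 ± 0.06 (SE) in CLSY3OE, with adjusted p of 0.00028 and 0.000924. Its rise in clsy4-kd was not past the threshold with FPKM as deposited or TPM.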

Values the study reported

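The study reported 1456 genes with higher and 1875 genes with lower expression in osclsy4-kd endosperm, at a p-value of at most 0.05 and an absolute log2 fold change of at least 1.5.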

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

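The comparison of CLSY3OE with clsy4-kd and the alternative scalings were planned, but their use to weigh the loci of this part, and the tests on short rows and on noncoding and predicted genes, were chosen after the results had been seen. That comparison sets apart lines that differ from WT in different ways, and both are set against the same WT libraries.

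The locus without an identifier on chromosome 6, from 18072257 to 18072890, was lower than WT in clsy4-kd and higher in CLSY3OE. The difference between the lines was 12.42 on the log2 scale, with an adjusted p of 0.000145 in limma. Its scaled FPKM were 2430 and 2480 in WT, 1.34 and 2.2 in clsy4-kd, and 14900 and 15200 in CLSY3OE. Scaling between libraries is excluded as the cause of the decrease in clsy4-kd, which was -9.81, -10.59 and -11.04 under the median-ratio, deposited and TPM scalings and -11.01 after quantile normalization. The change in CLSY3OE was 2.62, 1.76, 1.18 and 0.45 in the same order. That rise stayed past the adjusted threshold under each of them, but most of its size depended on the scaling. Fragments shared with near-identical copies and a sequence variant of the locus in clsy4-kd were not tested. A biological difference between the lines, in OsCLSY4 or OsCLSY3, also stays open.

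Os08g0127900 differed in the same way, by 7.78 on the log2 scale between CLSY3OE and clsy4-kd, with an adjusted p of 0.000145 in limma. It was lower than WT in both clsy4-kd libraries and higher in both CLSY3OE libraries. Scaling between libraries is excluded here too, with a change in clsy4-kd of -2.64, -3.52, -3.58 and -3.16 and a change in CLSY3OE of 5.14, 4.29, 3.71 and 3.91 under the median-ratio, deposited and TPM scalings and quantile normalization. Fragments shared with related genes were not tested, and a response to the level of OsCLSY3 or OsCLSY4 stays open as untested.

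The merged locus of Os05g0477100 and Os05g0477200 was higher than WT in clsy4-kd and lower in CLSY3OE, and the difference between the lines was -2.08 on the log2 scale, with an adjusted p of 0.000878 in limma. The rise in clsy4-kd shrank from 1.02 to 0.12 with FPKM as deposited, 0.11 with TPM and 0.32 after quantile normalization. For that rise, the scaling between libraries and a change of the gene cannot be told apart, because the values do not settle which scaling is right. The actin gene Os03g0718100 was closer to constant as deposited, at 41.64 and 41.79 FPKM in WT and 37.03 and 35.69 in clsy4-kd, which speaks for the smaller rise. It is a single gene, and whether actin itself changed was not tested. The decrease in CLSY3OE was -1.07 in the main scaling and -1.92, -2.51 and -1.80 under these others. Which of the merged genes changed was not tested.

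Rows of noncoding and predicted genes, which entered none of the comparisons, held more of the FPKM in CLSY3OE. Their share averaged 1.52% there, with 1.56% and 1.47% in its libraries, against 0.64% and 0.97% in WT and 0.76% and 0.81% in clsy4-kd. The 2 highest such rows are excluded as the whole cause, since without them the share was still at least 0.73% in CLSY3OE, against at most 0.26% in WT and 0.32% in clsy4-kd. Gene and assembled rows of at most 300 bp also held more of the FPKM in CLSY3OE, at least 1.41%, against at most 0.87% in WT and 1.08% in clsy4-kd. A higher yield of short rows of every kind is therefore a candidate explanation, which might come from the library or the RNA rather than from the genotype. The CLSY3OE libraries were also the least deep, and a change in the transcription of these rows was not tested.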

How the results depend on the processing

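The alternatives listed in the methods as added later, which concern the joining of loci, were chosen after seeing the data. The others had been set beforehand. Except where an alternative is said to test fewer loci or libraries, or to change values against the pseudocount, the cause of a change was not tested.

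The main counts of loci in clsy4-kd against WT, CLSY3OE against WT and CLSY3OE against clsy4-kd were 6733, 6405 and 3454 with an adjusted p under 0.05, 1607, 1534 and 856 at the criterion of the study, and 1626, 1552 and 887 on fold change alone. All of these stayed within 1.5 times under quantile normalization, all 6 libraries in one fit, inclusion of failed estimates, an overlap of at least 80%, loci overlapping no other locus, merging of all overlapping rows and no filter on low values. So did the adjusted calls and those at the criterion with a variance without trend, which leaves fold changes as they are. A pseudocount of 0.1 gave 2852, 3099 and 1606 loci at the criterion and 2968, 3296 and 1809 on fold change alone, since it enlarges the changes of weak loci. It raised the overlap in the same direction from 801 to 1528.

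A mean of at least 5 scaled FPKM, which tests fewer loci, gave 3051, 2759 and 2070 adjusted calls, 974, 897 and 474 at the criterion, 990, 925 and 513 on fold change, and an overlap of 514. Rows listed under the same identifier in every library were far fewer again. They gave 953, 880 and 516 adjusted calls, 372, 325 and 180 at the criterion, 373, 326 and 185 on fold change, and an overlap of 201. Only 1 gene of the list named by the study could be tested among them, and it passed in both lines (1 of 1 each).

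FPKM as deposited gave 10228 adjusted calls in clsy4-kd against WT, 2620 loci at the criterion (440 higher, 2180 lower) and 2638 on fold change. In CLSY3OE against WT it gave 2758 loci at the criterion (480 higher, 2278 lower) and 2780 on fold change, and the overlap was 1499. TPM gave 12214, 13058 and 5212 adjusted calls, 4661, 7545 and 1559 at the criterion, 4714, 7626 and 1613 on fold change, and an overlap of 3482. For clsy4-kd against WT, whose summed FPKM were almost equal, the step from deposited FPKM to TPM is mainly one of larger values against the pseudocount and filter. The share of adjusted calls that were higher, 40.1% in clsy4-kd and 39.4% in CLSY3OE, was 12.7% and 13.7% as deposited and 12.1% and 7.2% with TPM. Between the lines it was 49.8%, 52.8% as deposited and 19.3% with TPM. Of the 6733 calls in clsy4-kd, 5631 were also calls with FPKM as deposited and 5650 with TPM, counted without regard to direction. Some of these shared calls must have changed direction. Of the main calls 4034 were lower, and only 1298 calls were higher as deposited and 1475 with TPM. The balance of higher and lower calls thus depends on the scaling. It also turned with other choices. With a mean of at least 5 scaled FPKM, 52.9% of adjusted calls were higher in clsy4-kd and 57.3% in CLSY3OE. With a pseudocount of 0.1, loci at the criterion were mostly lower, with 1255 higher and 1597 lower in clsy4-kd and 1314 and 1785 in CLSY3OE.

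OsCLSY4 was lower in clsy4-kd than in WT under every alternative that gives a value. Its main log2 change of -0.20 was -1.27 with a pseudocount of 0.1, -0.30 as deposited, -0.12 after quantile normalization and -0.70 with TPM. The value with TPM differs from that as deposited mainly because TPM values are larger against the pseudocount. The change of OsCLSY4 was from -0.24 to -0.14 when 1 library was left out, the smallest without WT replicate 2, whose assembled row is longer. Its depth, at most 1 implied fragment per clsy4-kd library, limits any estimate of what remains. The rise at OsCLSY3 in CLSY3OE, main value 2.82, was 4.45 with a pseudocount of 0.1 and 2.44 as deposited, and from 2.71 to 2.90 when 1 library was left out. It had no test with a mean of at least 5 scaled FPKM.

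The correlation between the changes of the lines, 0.73, was 0.69 without a filter on low values, 0.77 with a mean of at least 5 scaled FPKM, 0.68 with all 6 libraries in one fit and 0.78 over rows listed under the same identifier. It ranged from 0.678 to 0.733 when 1 library was left out. On fold change alone, leaving out 1 library gave from 1238 to 1470 loci in clsy4-kd against WT, from 1250 to 1446 in CLSY3OE against WT and from 785 to 816 between the lines. No test was run there, where a group was left with 1 library. The directions moved more than these totals. Lower loci in clsy4-kd, 759 in the full set, were 400 without WT replicate 1 and 394 without WT replicate 2. Without clsy4-kd replicate 1 there were 643 higher and 813 lower, and without replicate 2 there were 647 and 823. In CLSY3OE the lower loci, 616 in the full set, were 333 and 336 without WT replicates 1 and 2. Between the lines, higher loci were 531 in the full set and 381 without CLSY3OE replicate 1, and lower loci were 356 in the full set and 239 without clsy4-kd replicate 2. The filter still asks for 2 libraries, so loci expressed in the reduced group alone drop out.

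The list named by the study holds genes of both directions, so a set test for one direction says little about it. Its camera p in clsy4-kd, 0.875 (higher), became 0.899 (lower) after quantile normalization and 0.254 (lower) under fry. In CLSY3OE, 0.66 (higher) became 0.935 (lower) with a mean of at least 5 scaled FPKM and 0.0165 (higher) under fry. Single genes changed sign as well. Os03g0110800 was at 2.49 in clsy4-kd and 3.64 in CLSY3OE when all overlapping rows were merged, which adds FPKM of neighbouring genes. Os12g0268000 was at -0.20 in clsy4-kd as deposited and -0.25 with TPM, and at -0.076 in CLSY3OE with TPM. Of the other values of single loci under an alternative, 441 kept their direction and their side of the threshold or, with 1 library left out, moved by less than the SD between replicates of the locus. Another 33, each from leaving out 1 library, moved by more than that SD, while 9 lost and 1 gained a call. Some changes kept their call but shifted in size.

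The groups share replicate numbers, but the numbers do not pair the libraries. Differences between replicates correlated across 12056 loci at 0.024 for WT and clsy4-kd, 0.015 for WT and CLSY3OE and -0.034 for clsy4-kd and CLSY3OE. With the replicate number as a block there were 6330, 5871 and 2767 adjusted calls, 6093, 5660 and 2649 of them shared with the fits without it. The block gave 1614, 1540 and 871 loci at the criterion and an overlap of 805.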

Other observations

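The simulation of unchanged groups over all loci and the counts under other scalings were planned. The other tests in this part were chosen only after the result was seen. At the criterion of the study, 856 loci were higher and 751 lower in clsy4-kd here. Both are lower than the counts quoted from the study above. With FPKM as deposited 2180 loci were lower in clsy4-kd, and with TPM 4018. For lower loci the direction of that gap therefore depends on the scaling and on the size of values against the pseudocount. With the median-ratio scaling and a pseudocount of 0.1, 1255 loci were higher and 1597 lower, nearer to both counts of the study. The study also used other tests, Cufflinks and DESeq2, and genes rather than joined loci, so the counts are not on one footing.

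Both lines differed from WT largely in the same direction. Chance values of the shared WT libraries are excluded as the whole cause, since 801 loci shared a direction at the criterion of the study and simulated unchanged groups gave at most 7. Assembly of rows that differs between libraries is excluded as well, since the correlation was 0.779 over 1341 rows listed under the same identifier in every library. Simulated unchanged groups over such rows gave 0.514 on average and at most 0.624. A component holding 56.5% of the variance parted the WT libraries from the 4 others. WT plants grown, harvested or sequenced apart from the lines could give this, and so could an effect of transformation or a response common to both lines. The labels state the same handling for WT and knockdown plants, which speaks against different handling of clsy4-kd but covers neither CLSY3OE nor the sequencing. The rest cannot be told apart, because WT is one group and the labels name no batch.

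The deposited FPKM of the median locus were lower in both lines than in WT. Over the 6627 loci with at least 1 FPKM in every library, and without a pseudocount, the median log2 ratio was -0.91 in clsy4-kd and -0.84 in CLSY3OE. This set and measure differ from those of the medians of -0.86 and -0.88 given in the results. Rescaling each library to the sum of its joined loci without the 100 highest left -0.27 in clsy4-kd and -0.39 in CLSY3OE. This removed 70.7% and 53.5% of the shift. The step also set aside FPKM outside the joined loci, which held from 64.6% to 80.9% of a library. Those 100 loci may therefore carry part of the shift, but their own part was not measured. Fewer fragments are excluded for clsy4-kd, whose fragments per FPKM were at least 0.981 of those in WT replicate 1. For CLSY3OE, at 0.429 in its lowest library, lower depth does not by itself lower FPKM, which are scaled for mapped fragments. Its summed FPKM, 542023 and 562399, were above the 370085 and 366354 of WT. Both points argue against fewer fragments as the cause there, while an effect of the line stays open. What brings about the remainder was not tested.

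Longer loci were lower and shorter loci higher in CLSY3OE than in WT. The Spearman rho between span and log2 change was -0.29, against -0.076 in clsy4-kd and -0.001, -0.001 and -0.052 between replicates. The sixth of loci with the shortest span, median 927 bp, had a median change of 0.43, and the longest sixth, median 7592 bp, one of -0.60. Rows assembled differently in each library are excluded, with a rho of -0.265 over loci of one set of coordinates. Poor detection of weak loci at the lower depth is excluded too, with a rho of -0.325 at a mean of at least 20 scaled FPKM. Against clsy4-kd the rho was -0.28. A weaker trend of the same sign was present in clsy4-kd at a mean of at least 20 scaled FPKM, with a rho of -0.138 against WT. RNA integrity or insert size of these libraries may be the source, and cannot be told apart from an effect of the line, since both libraries of the group share it.

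At 14 loci with at least 5 FPKM in both WT libraries, the 4 libraries of the lines were listed at 0. Fragments placed on an overlapping row are excluded, since 0 of the 14 had an overlapping row of at least 1 FPKM in a line. Too few fragments sequenced in the lines are excluded for clsy4-kd, whose depth was like that of WT, since these loci had from 21 to 452 implied fragments in the WT libraries. The opposite pattern, listed at 0 in WT and at 5 FPKM or more in the others, was found at 1 locus. There, fragments placed on an overlapping row are not excluded, since it had such a row of at least 1 FPKM in WT. A deletion or sequence variant that parts the lines from the WT plants could explain the 14 loci, as could silencing in both lines. These cannot be told apart without the reads, and 1 pair of adjacent loci lay within 100 kb of each other. Another 12 loci were listed at 0 in clsy4-kd alone, against 0 loci in CLSY3OE alone, despite the lower depth of CLSY3OE.

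Neighbouring loci changed in the same direction slightly more than chance gives. The Pearson r between adjacent loci was 0.067 in clsy4-kd and 0.056 in CLSY3OE. Fragments shared by adjacent rows are excluded as the whole cause, since r was 0.062 and 0.058 for neighbours at least 1000 bp apart, against at most 0.032 and 0.037 in 1000 shuffled orders. Tandem copies of one gene, or chromatin shared by neighbours, may contribute and were not tested.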
